A study of Mus musculus with 2 samples.

How the data were processed

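Gene expression was measured in single mouse embryonic stem cells, in 1 library for each of the groups MERVL-GFP positive and MERVL-GFP negative, per the labels. How the cells were separated by the reporter is not stated. The authors deposited whole-number counts per gene and cell as sparse matrices with 55415 features, of which 55414 are Ensembl mouse genes and 1 is GFP. The counts are read here as UMIs because each cell has a barcode of 16 bases and the labels give a single-cell library source; the labels do not state molecule counting. The aligner, genome build, annotation and cell calling are not stated, so no coordinates are given and gene names are those of the feature table, where 901 symbols repeat an earlier one. The extraction text in the labels describes a total RNA kit and a library kit of the kind used for bulk samples, which does not describe how single cells were captured. The libraries share 3 barcodes.

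Cells were kept with at least 1000 UMIs, at least 500 genes and at most 20% mitochondrial UMIs, which kept 4596 and 3832 cells. Scrublet marked 1 and 3 cells as doublets; a caller that marks so few did not work on these data, so doublets remain in all values, and an alternative without cells above 2 times their library's median UMIs was added. UMIs were summed per library and scaled to CPM over all genes. Log2 ratios use CPM + 1. The size rule required at least 10 CPM in a library, 50 UMIs in total and a ratio of at least 4. For shares of cells each cell was thinned without replacement to 10000 UMIs, which left out 194 positive-library and 8 negative-library cells. Medians of gene lists were taken over members with at least 50 UMIs and set against 10000 random lists matched in 20 bins of mean expression. Phases came from scanpy's cell cycle score, and clusters from 2000 variable genes, 30 components, 15 neighbours and Leiden at resolution 0.5.

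The summed counts have exact Poisson intervals, shares have exact binomial (Clopper-Pearson) intervals, and ratios have exact conditional intervals, all at 95%. A share of 0 is given with the limit of 3 counts. With 1 library per group no test was run, and the size rule describes these libraries and does not test the conditions. Named genes are members of the 2C and pluripotency lists and the 10 genes in each direction with the largest ratio among those past the size rule with the same direction under every scaling; others were chosen after their values were seen. The gene lists, the marker lists and the main settings were fixed before the data were examined. The immediate early and germline lists were written later.

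Alternatives changed the cell filter, the scaling (TMM from edgeR, median of ratios, CPM outside ribosomal protein and mitochondrial genes, the mean of each cell's CPM), thresholds, pseudocount, thinning and clustering. The steps were run on simulated data with 200 of 55415 genes changed in the comparison of the positive with the negative library. The size rule recovered 100% with 0 false calls, and 1 of 40 unchanged lists fell outside the central 95% of random lists. Changed genes lay beyond the CPM and ratio limits of the rule, and counts came from a shared profile with counting error only. This outcome was fixed in advance. It checks the code and gives no error rate for real libraries, whose genes vary together. Versions were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0, leidenalg 0.10.2, R 4.3.3 and edgeR 4.0.16.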

Results

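Mouse embryonic stem cells (mESC, pluripotent cells that self-renew in culture) can pass in and out of a state that resembles the 2-cell embryo, in which genes such as the Zscan4 family are transcribed. The cells carried a GFP reporter under the promoter of MERVL, an endogenous retrovirus active in that state, and a nuclear far-red label for following cells. Single-cell transcriptomes were collected as 2 libraries, 1 labelled MERVL-GFP positive and 1 labelled MERVL-GFP negative. The study's stated purpose was to follow what becomes of cells in the 2C-like state, and the comparison in these data is between the reporter-positive and reporter-negative libraries. The positive library held 4603 cells with 138364094 UMIs (molecule counts), and the negative library held 3832 cells with 156406894 UMIs. The median cell had 29529 UMIs and 5554 genes in the positive library and 39099.5 UMIs and 5846 genes in the negative library. The median mitochondrial share per cell was 2.56% and 1.60%. The cell filter removed 7 cells of the positive library and 0 of the negative library. Each group had 1 library, so no difference below has a replicate check and no test between groups was possible. Intervals are 95% intervals that cover counting error only. The labels give the library as its own batch, so batch and group cannot be told apart.

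The reporter transcript was examined first because it checks the labels. GFP had 28299 UMIs in the positive library, or 205 CPM (UMIs scaled to the library total, Poisson interval 202 to 207), and 71 UMIs in the negative library, or 0.454 CPM (0.355 to 0.573). The ratio was 451 (357 to 577). After every cell was thinned to 10000 UMIs, GFP was detected in 61.9% of positive-library cells (exact binomial interval 60.5 to 63.3) and in 0.471% of negative-library cells (0.279 to 0.743). Without thinning the shares were 78.7% and 1.46%. A list of 2-cell-stage genes fixed before the data were examined, of which 30 members were in the feature table, took 0.0890% of the UMIs of the positive library (0.0885 to 0.0895) and 0.000491% of those of the negative library (0.000457 to 0.000527), a ratio of 181 (169 to 195). In the negative library 469 of the 768 list UMIs, or 61.1%, came from 1 gene, E330034L11Rik, which was picked out after its value was seen. The mean of each cell's own share, which weights cells equally, moved the positive-library value most, to 0.123%.

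Cells were called 2C-high when at least 0.1% of their 10000 thinned UMIs came from the 2C list. In the positive library 1170 of 4402 cells, or 26.6% (25.3 to 27.9), were 2C-high. In the negative library 2 of 3824 cells, or 0.0523% (0.00633 to 0.189), were. Those 2 cells lay close to the threshold, with 0.117% and 0.106% of their UMIs from the list before thinning. Without thinning the shares were 27.0% and 0.0522%. The share depended on the threshold: 39.1% of positive-library cells passed at 0.05% and 16.8% at 0.2%. Of the positive-library cells, 18.5% (17.4 to 19.7) had 0 thinned 2C-list UMIs. In the negative library 96.3% (95.7 to 96.9) had 0.

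**Figure D1:**
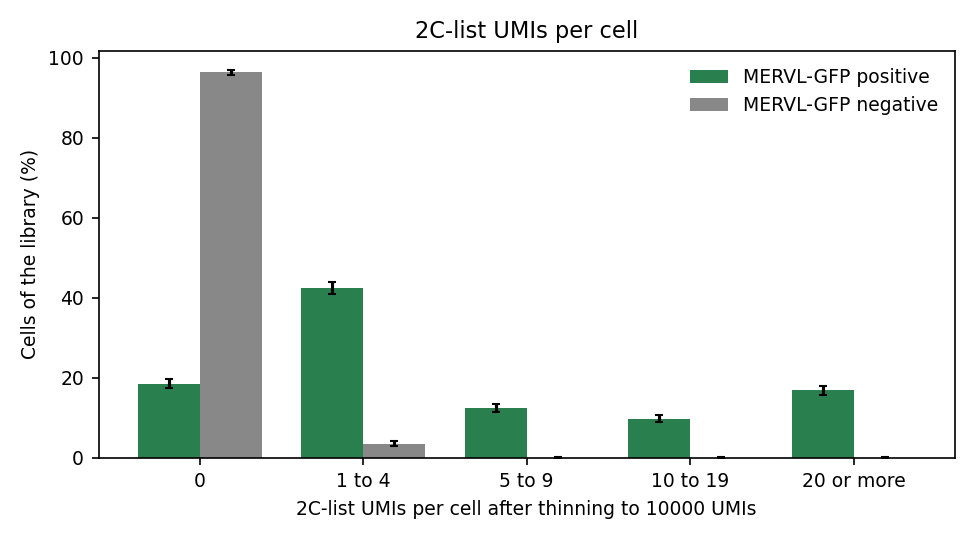
Share of cells (%, y axis) in each class of 2C-list UMIs per cell after thinning to 10000 UMIs (x axis), for the positive library (green, 4402 cells) and the negative library (grey, 3824 cells), with exact binomial 95% intervals. The classes of 10 to 19 and of 20 or more UMIs held 9.75% and 16.8% of positive-library cells, against 0.0523% and 0% of negative-library cells.

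UMIs were then summed over the cells of each library and genes were described by size of difference. Among 8042 genes with at least 10 CPM in either library and at least 50 UMIs, 241 had a ratio of CPM + 1 of at least 4 in favour of the positive library and 1 in favour of the negative library. The median of these genes was shifted by 0.14 on the log2 scale toward the positive library. Trimmed-mean (TMM) and median-of-ratios scaling each moved that median to -0.16 and gave 207 higher and 9 lower genes, the largest count of lower genes of any scaling. All 207 were among the 241. Of the 241 genes, 17 belonged to the 2C list and 224 did not. Genes outside the list can still follow the 2C-like state, and some planned list members had no matching symbol. Eif1ad8, outside the list, had 2323 CPM in 2C-high cells and 72.5 CPM in positive-library cells with 0 thinned 2C-list UMIs. The 224 is therefore not a count of genes apart from that state. With CPM + 1 the largest ratio was that of Gm21761 (ENSMUSG00000096175), with 162206 UMIs in the positive library and 47 in the negative library, or 1173 against 0.300 CPM. Next came Gm21818 (517 against 0.0639 CPM), Gm20767 (503 against 0.134 CPM), Eif1ad15 (564 against 0.492 CPM) and Eif1ad8 (650 against 0.761 CPM). Eif4a3l1, Eif1ad7, B020031M17Rik, Platr31 and Eif1ad6 completed the 10 largest, with log2 ratios from 7.24 to 8.38. The order depended on the added 1: the ratio of CPM itself was 8091 (4399 to 16873) for Gm21818 and 3903 (2935 to 5312) for Gm21761. Among 2C-list members, Zscan4d (ENSMUSG00000090714) had 123 CPM (121 to 125) against 0.467 CPM (0.366 to 0.587), and Sp110 had 79.7 against 0.102 CPM. AF067061 had 25.3 CPM against 0 UMIs, 1317-fold higher when set against the floor of 3 UMIs, with a lower limit of 1071 from the exact conditional interval. The Zscan4, Usp17l, Eif1ad and Tdpoz genes are near-identical copies, so the values of single members are uncertain. The 1 lower gene was Mt3 (ENSMUSG00000031760), with 2.86 CPM (2.59 to 3.16) against 15.2 CPM (14.6 to 15.8).

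Gene lists were compared by the median log2 ratio over their members, with its percentile among 10000 random lists of matched expression. The 2C list had a median of 4.41 (order-statistic interval 3.14 to 5.74, 25 members, percentile 100). With genes at 0 UMIs set to the floor and no pseudocount it was 8.87. The pluripotency list had a median of -0.15 (-0.34 to 0.45, 19 members, percentile 17.0), within the range of random lists. TMM and median-of-ratios scaling lowered it most, to -0.44 each. The primitive endoderm list was higher in the positive library, at 0.95 (0.48 to 1.41, percentile 100), and the mitochondrially encoded list at 0.58 (0.19 to 0.90, percentile 99.97). The p53 target list was at 0.41 (0.15 to 0.80, percentile 99.1), G2/M phase at 0.27 (0.15 to 0.40, percentile 100) and chaperone at 0.13 (0.02 to 0.26, percentile 98.5), and the last 2 of these changed sign under TMM and median of ratios. Lower in the positive library were the ribosomal protein list at -0.23 (-0.27 to -0.19, percentile 0.14), nuclear oxidative phosphorylation at -0.23 (-0.31 to -0.15, percentile 0.02) and S phase at -0.12 (-0.21 to -0.10, percentile 0.79). The medians of the other lists fixed beforehand lay inside the central 95% of random lists: lysosome and autophagy 0.28, trophoblast 0.47, fibroblast 0.35, primed 0.03 (with the opposite sign, -0.14, under TMM and median of ratios), proteasome -0.01, spliceosome -0.10, DNA methylation -0.12 and glycolysis -0.15. Of the lists written later, for which other scalings were not run, the immediate early list was at -0.08 (-0.36 to 0.63, percentile 1.51) and the germline list at 0.42 (0.19 to 0.88, percentile 97.22).

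**Figure D2:**
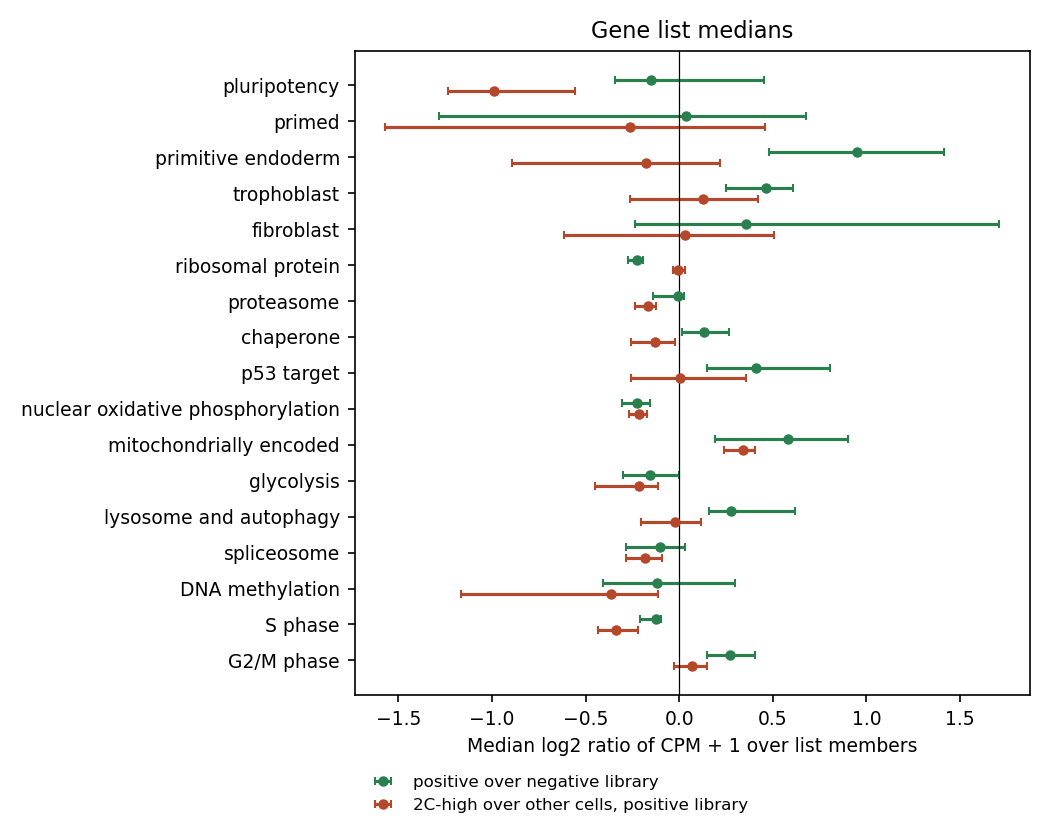
Median log2 ratio of CPM + 1 over the members of each gene list (x axis) for the positive over the negative library (green) and for 2C-high over other cells within the positive library (red), with order-statistic intervals over list members; the 2C list, at 4.41 and 3.57, is left out for scale. The pluripotency list lay at -0.15 in the first comparison and at -0.99 in the second.

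Members of the pluripotency list differed in opposite directions between the libraries. Nanog (ENSMUSG00000012396) had 410 CPM (406 to 413) in the positive library and 192 CPM (190 to 194) in the negative library, a log2 ratio of 1.09. Prdm14 (0.96), Tbx3 (0.90) and Sall4 (0.75) were also higher in the positive library. Utf1 (ENSMUSG00000047751) was lower, with 162 CPM (160 to 164) against 448 CPM (444 to 451), a log2 ratio of -1.46, as were Pou5f1 (-0.48) and Zfp42 (-0.45). These 7 genes kept their direction under every scaling, as did Fgf4 (0.45), which was higher. Sox2, Klf4, Klf2, Tfcp2l1, Nr0b1, Esrrb, Dppa4 and Lin28a were lower under every scaling, with log2 ratios of CPM + 1 from -0.36 to -0.10. Klf5 (0.16) and Dppa5a (0.15) changed sign under TMM and under median-of-ratios scaling, to -0.14 in each case. Tdgf1, at 0.0026, was below 0 under all 4 other scalings, from -0.05 to -0.29.

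Within the positive library, all UMIs of the 1170 2C-high cells, summed without thinning, were compared with those of the 3232 other cells that had at least 10000 UMIs. The negative library had too few 2C-high cells for this comparison. The pluripotency list had a median of -0.99 (-1.23 to -0.55), below all 10000 random lists. Sox2 had 180 CPM in 2C-high cells and 530 CPM in other cells, a log2 ratio of -1.56. Zfp42 (-1.52), Klf4 (-1.31), Pou5f1 (-0.57) and Nanog (-0.62) were lower as well, and Sall4 was higher (0.46). The S phase list was lower at -0.34 (-0.43 to -0.22, percentile 0.01), and the mitochondrially encoded list was higher at 0.34 (0.24 to 0.40, percentile 99.97). The ribosomal protein list, at -0.01, and the G2/M list, at 0.07, lay near 0 and above the random lists (percentiles 100 and 99.95). The random lists themselves had medians below 0, at -0.14 for lists matched to the pluripotency list. Zfp42 stood at 1236 CPM in positive-library cells with 0 thinned 2C-list UMIs and at 313 CPM in those with 20 or more, with 1237 CPM in the negative library. Nanog was at 417 CPM and 257 CPM in the same classes. It did not fall steadily, with 461 CPM (456 to 467) in cells with 1 to 4 thinned 2C-list UMIs. Comparing 20 or more with 0 moved the pluripotency median most, to -1.30. These 5 classes were chosen after the data were seen. Median UMIs per cell fell from 33995.5 in the class with 0 to 20041 in the class with 20 or more.

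**Figure D3:**
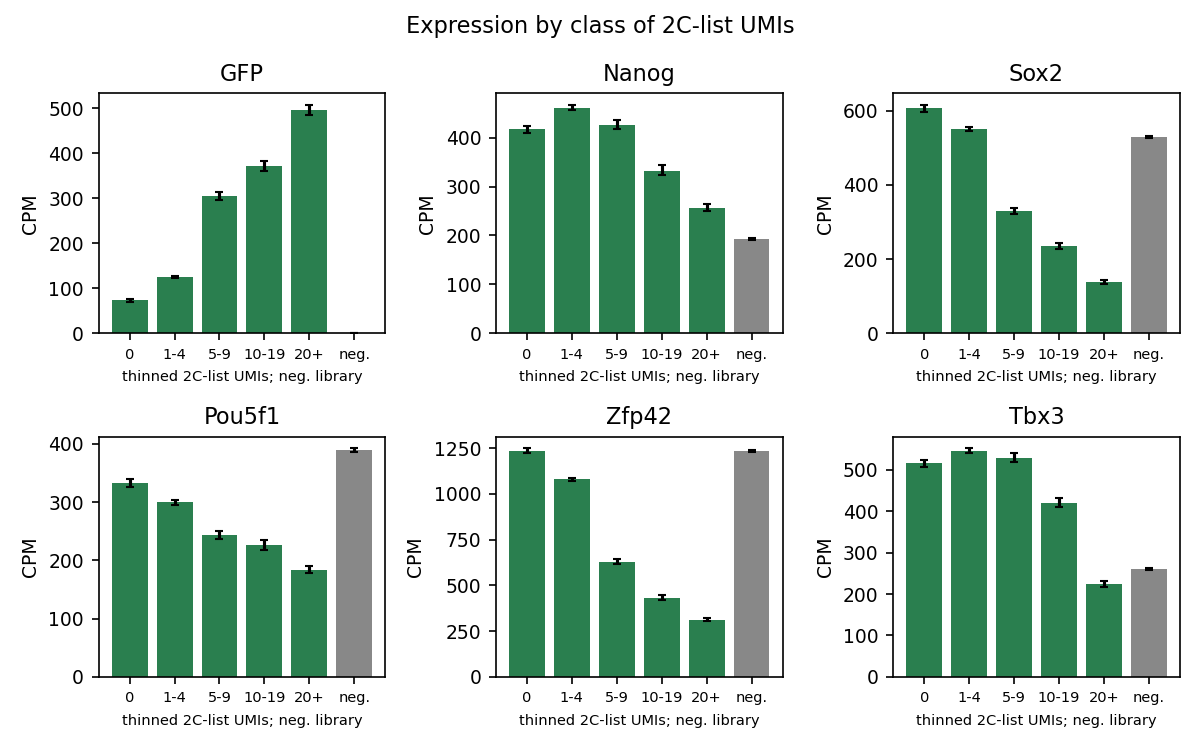
Summed expression (CPM, y axis) of GFP and 5 pluripotency-list genes in positive-library cells by class of thinned 2C-list UMIs (green) and in the negative library (grey), with Poisson 95% intervals. GFP rose from 73.5 to 497 CPM across the classes, and Sox2 fell from 606 to 137 CPM.

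Cell cycle phase was scored from the S and G2/M lists on the thinned cells. G2/M cells made up 72.9% of the positive library (71.6 to 74.2) and 46.4% of the negative library (44.8 to 48.0). S phase cells made up 21.8% and 52.1%, and G1 cells 5.29% and 1.52%. Without thinning the G2/M shares were 52.2% and 24.0%. The binomial intervals understate the error of these shares, because the scores rest on randomly drawn control genes. Over 20 other draws the G2/M share ran from 60.9% to 79.1% in the positive library and from 31.8% to 53.9% in the negative library. The positive-library share was at or above the main 72.9% in only 2 of the 20 draws. The G2/M share was higher in the positive library in 20 of 20 draws. Within the positive library 86.7% of 2C-high cells and 67.9% of other cells were scored G2/M. The 20 other draws were compared between the libraries only, so how far this contrast depends on the draw is not known.

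Clustering both libraries together gave 5 clusters. Clusters 1 and 2 were each mostly of 1 library: cluster 1 held 2.42% of positive-library and 78.5% of negative-library cells, and cluster 2 held 49.9% and 2.11%, so either may reflect the library and neither was named. Cluster 5 held 2.89% and 13.3% and was not named. Cluster 3, with Zscan4a among its 10 leading genes, was 2C-like and held 29.5% of positive-library cells (28.2 to 30.8) and 0 of 3832 negative-library cells, which allows a share of up to 0.0783%. Cluster 4, with Dab2, Gata6, Pdgfra and Sox17 among its 10 leading genes, was primitive endoderm-like and held 15.3% of positive-library cells (14.2 to 16.3) and 230 of the 3832 negative-library cells (5.27% to 6.80%). Clustering without the 2C list gave matching clusters with 29.8% and 0% for cluster 3 and 14.3% and 5.72% for cluster 4. Clustering without the 2C list, the primitive endoderm list, GFP and all genes past the size rule, an alternative chosen after the data were seen, gave 15.2% and 6.03% for cluster 4 and 22.0% for cluster 3. At resolution 1.0 most of cluster 4 divided into a shared cluster, with 314 of its positive-library and 219 of its negative-library cells, and another that took 358 cells, all of the positive library.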

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

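The 5 classes of cells, the GFP call, the control gene draws, the floor without a pseudocount, the widest clustering and the comparisons without cluster 4, without high-UMI cells or with only 0-UMI cells were chosen after the data were seen. No paired analysis was possible because each group has 1 library, and leaving out a library does not apply for the same reason. The 2C list share, the 2C-high share and the size of cluster 3 were higher in the positive library under every alternative run.

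The 2C list share of the positive library was 0.0873% under the stricter cell filter, 0.119% over UMIs outside ribosomal protein and mitochondrial genes and 0.123% as the mean of each cell's share, against 0.0890%. That of the negative library was 0.000676% over UMIs outside those genes. The 2C-high share of the positive library was 39.1% at a threshold of 0.05%, 16.8% at 0.2%, 29.0% at 5000 UMIs, 20.2% without the Zscan4 family and 61.9% when called from 1 thinned GFP UMI. The GFP call subtracts no background, so it counts cells with a GFP UMI from any source. In the negative library it was 0% at 0.2% and without the Zscan4 family, and 0.471% from GFP. Thresholds changed these shares by construction. Leaving out cells above 2 times the median UMIs gave 26.8%, and leaving out the 4 cells marked by Scrublet moved neither share, which says little because so few cells were marked.

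The count of genes higher in the positive library ran from 207 to 346 around 241, except at a ratio of at least 2, where 564 were higher and 80 lower. The count of lower genes was 1 and moved to 9 under TMM and under median of ratios, 4 over CPM outside ribosomal protein and mitochondrial genes, 5 for the mean of each cell's CPM, 4 without a pseudocount, 2 with CPM at least 1, 2 without filters and 4 for thinned cells. With ratio at least 2 the higher genes were 87.6% of calls, against 99.6%.

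The 2C list median was 7.14 with a pseudocount of 0.1, 8.87 at the floor and 2.65 for positive-library cells with 0 thinned 2C UMIs. Those cells were selected for low values of this list, and the 2.65 rests on 12 members, against 25 for 4.41. It therefore cannot be compared with 4.41. The pluripotency median was -0.44 under TMM and under median of ratios, which move all genes together, and 0.20 for positive-library cells with 0 thinned 2C UMIs, on the other side of 0. The chaperone median reversed to -0.16 under both, and the G2/M median to -0.016 under TMM and -0.014 under median of ratios. Klf5 and Dppa5a reversed to -0.14 under both. Of the other list medians 24 moved and 164 did not. Within the positive library the pluripotency median was -1.30 between the outermost classes, and it was within its interval under the 6 other settings, including cells of the same phase only and cluster 4 left out; of the other lists 24 values moved and 88 did not. Lists whose interval included 0 also changed sign: primitive endoderm from -0.18 to 0.39 in S phase cells and 0.29 without cluster 4, trophoblast from 0.13 to -0.91 and fibroblast from 0.03 to -1.09 in G1 cells, and G2/M from 0.07 to -0.10 in S phase cells and -0.04 in G2/M cells. The primed, p53 target, ribosomal protein and lysosome lists crossed 0 under at least 1 setting as well.

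Phase shares moved most. For the positive library S phase was 31.0% without a cell filter, 26.5% with the stricter filter, 43.0% at 5000 UMIs and 42.6% without thinning, and G2/M was 63.4%, 68.0%, 51.4% and 52.2%. For the negative library S phase was 58.4%, 57.0%, 71.5% and 74.8% under those settings, and G2/M was 40.1%, 41.3%, 26.8% and 24.0%. Without the marked doublets S phase and G2/M were 49.3% and 49.1% there. Over the 20 control gene draws the positive library ran from 3.50% to 6.29% for G1, 17.4% to 33.3% for S and 60.9% to 79.1% for G2/M, and the negative library from 1.10% for G1, 44.8% to 66.8% for S and 31.8% to 53.9% for G2/M. Removing the cell filter added 1 cell to the scored cells, so shifts of this size arise with almost the same cells. Only the direction between the libraries held under every setting.

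Resolution 1.0 gave 12 clusters, with 18.2% of positive-library cells in the cluster matching cluster 3 and 6.85% in that matching cluster 4, against 5.85% of negative-library cells. Cluster 3 held 40.2% without the 4 marked doublets, although so few cells were left out, so its border is not stable. It held 22.0% in the widest clustering.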

Other observations

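The tests of free RNA, the mitochondrial share, cluster 4 as a cause, handling stress and mixtures were chosen after the results were seen. The tests of endoderm-like share for Nanog, the library effect and the germline list were written before their values were seen, but use sets of cells, a clustering or a list chosen after the data were seen. Those of damaged cells and phase were written before their values were seen. Batch and group are the same in every comparison between the libraries. A difference shared by a whole library would not give the rise of GFP with 2C-list UMIs inside the positive library, from 73.5 to 497 CPM.

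Some positive-library cells combined 2C and primitive endoderm transcripts. In the clustering made without the 2C list, the primitive endoderm list, GFP and the genes past the size rule, 263 of 676 positive-library cells of cluster 4 were 2C-high, or 38.9% (35.2 to 42.7), against 5.28% of cluster 2. These 263 cells had 119 CPM of Gata6 and 1398 CPM of Sparc, against 473 and 1322 CPM in the other cells of cluster 4 and 10.3 and 136 CPM in 2C-high cells of cluster 3. Doublets of a 2C-like and an endoderm-like cell are a candidate explanation. A mixture with the observed 2C-list level would need 65.3% of its RNA from the 2C-like partner and would hold 230 CPM of Nanog, where 35.5 CPM (31.1 to 40.4) was measured. The pluripotency list lay below the mixture by a median of -0.86 (-1.37 to -0.03, with 15 of 19 members below), an interval that ends close to 0. The pluripotency list was not left out of this clustering. Choosing cells by cluster 4 may therefore have favoured low pluripotency values, so Nanog and this list do not decide against a mixture. The median of 22980 UMIs per cell lay between those of the candidate partners, 21442 and 32484 UMIs, where a doublet of whole cells would lie near their sum. The UMIs per cell therefore argue against doublets of whole cells as the whole cause. Other mixtures stay open, and no doublet caller worked on these data. As a hypothesis, endoderm-like cells may enter the 2C-like state too, or 2C-like cells may pass toward endoderm; the order of events was not measured, and in the negative library a thinned GFP UMI was found in 3 of 230 cells of cluster 4, or 1.30% (0.270 to 3.76).

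The primitive endoderm list was higher in the positive library. Without cluster 4 in either library its median was 0.77 (percentile 99.84 of random lists), so a larger share of cluster 4 was not the whole cause. The fall of pluripotency transcripts in 2C-high cells likewise kept a median of -0.90 without cluster 4, below random lists, so endoderm-like cells may explain little of it.

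Positive-library cells with 0 thinned 2C-list UMIs still differed from the negative library. Nanog was at 417 against 192 CPM, Tbx3 at 517 against 261 CPM and Utf1 at 232 against 448 CPM. Free RNA from 2C-high cells could raise a gene only by a part of its level there, and the 2C-programme genes of the next paragraph, GFP included, stood at 16.6% or less of that level. The excess over the negative library needed 77.7% for Nanog, 82.9% for Tbx3, 83.5% for Fgf4 and 184% for Prdm14, and 56.6%, 56.9%, 44.3% and 147% under median of ratios. For these 4 of the 19 list members, free RNA kept at the levels of the 2C-programme genes was not the whole cause. Klf5 needed 42.3%, or 7.15% under median of ratios. These shares treat free RNA as added to a cell's own RNA, whereas in CPM it replaces a part of it. Klf5 stood at 421 CPM in positive-library cells with 0 thinned 2C-list UMIs. That was above both the negative library (318 CPM) and 2C-high cells (244 CPM). Replacement by RNA of 2C-high cells would lower Klf5, which argues against free RNA as the cause of its excess by CPM. Sall4 needed 12.8%, or 0.476% under median of ratios. Among the 2C-programme genes only GFP, at 16.6%, stood above 12.8%, with Platr31 next at 9.30%. As a replacement, free RNA would need a larger share than 12.8% by CPM. Free RNA could therefore account for the Sall4 excess under median of ratios, and by CPM this is not decided. Sox2, Klf4, Lin28a, Dppa5a and Tdgf1 were higher than in the negative library by CPM and lower under median of ratios, so no direction is given for them. The fall of Utf1 would need 58.0% of the RNA to come from 2C-high cells (at least 55.6% within counting error), so free RNA was not its whole cause either. Without cluster 4 the Nanog log2 ratio was 1.19, so endoderm-like cells did not cause the Nanog difference. In the widest clustering GFP was found in 17.0% (11.4 to 23.9) of 153 positive-library cells in the negative library's main cluster and in 54.3% (52.3 to 56.3) of 2483 in the other. Among positive-library cells with 0 thinned 2C-list UMIs the shares were 20.8% (12.4 to 31.5) and 37.6% (33.7 to 41.7). Negative-library cells differed in the same direction, with GFP in 0.268% (0.116 to 0.527) of 2990 and 5.41% (1.49 to 13.3) of 74. The last share rests on 4 cells. GFP rose with 2C-list UMIs inside the positive library and its cells of these clusters differed in 2C-high calls (0% against 5.28%). Unequal GFP therefore does not decide whether the Nanog difference follows the library. A difference between the libraries and an effect of the reporter state cannot be told apart. Positive-library cells of the negative library's cluster may also have been assigned to the wrong group when cells were separated, which stays open. A lasting change after the 2C-like state is a hypothesis that these data leave untested.

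In the same cells, 48 genes outside the 2C list, GFP included, that were high in 2C-high cells and near 0 in the negative library stood at a median of 3.01% of their 2C-high level, from 2.18% to 4.32% between the 10th and 90th percentiles. The 90th percentile was 1.98 times the 10th, against 1.25 as the upper end of the central 95% from counting error if free RNA had exactly the profile of 2C-high cells. That profile was not measured, so free RNA and transcription in these cells cannot be told apart. GFP, 1 of the 48, stood highest at 16.6%, then Platr31 at 9.30% and Pramel31 at 5.50%; longer-lived transcripts were not tested.

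Asz1, a germline gene, was among the 10 leading genes of cluster 2, and a list of 25 germline genes whose values had not been seen was written to ask whether methylation-dependent germline genes moved together. In positive-library cells with 0 thinned 2C-list UMIs its median was 0.37 (0.20 to 0.68), at percentile 98.23 of random lists. This is weak evidence, since 15 of 20 lists lay outside the central 95% in that comparison. DNA methylation was not measured, and the result is consistent with release of such genes only as a hypothesis.

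2C-high cells had a median of 22825.5 UMIs against 32425 in other cells, a ratio of 0.704. Among cells at or under the library's median mitochondrial share the ratio was 0.733, and within phases it was at most 0.807, so neither damaged cells nor phase may account for all of it. A lower RNA content of the 2C-like state stays open. The mitochondrially encoded share was 1.83% in positive-library cells with 0 thinned 2C-list UMIs against 1.25% in the negative library, so 2C-high cells were not the whole cause of that library's higher share.

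Hspa1a was at 37.8 CPM in 2C-high cells and 2.60 CPM in others, and Hspa1b at 18.9 and 2.87 CPM. The immediate early list had a median of 0.044 (percentile 85.33) with 8 of 15 members higher and 7 lower. The chaperone list was at -0.13 (-0.26 to -0.02, percentile 58.96), so the rise of Hspa1a and Hspa1b was not shared by that list. A response to handling and the 2C-like state cannot be told apart here. Both genes and Jun were chosen after their values were seen; Jun rose by 1.74 on the log2 scale.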
